A study of Homo sapiens with 20 samples. Its data were reported in "m6A epitranscriptome analysis reveals differentially methylated transcripts that drive early chemoresistance in bladder cancer" (2023).

How the data were processed

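The series holds methylated RNA immunoprecipitation sequencing (MeRIP-seq) of 2 human bladder cancer cell lines. T24 is a cisplatin-sensitive line and T24R2 is a cisplatin-resistant line derived from it by repeated exposure to the drug. Per the paper's methods, T24R2 cells were kept in medium with cisplatin, which is not stated for T24. A difference between the lines can therefore also come from exposure to the drug in culture. RNA was fragmented and pulled down with an antibody against N6-methyladenosine (m6A), and each pull-down (IP) library has an input library of the same RNA without pull-down. There were 5 replicates of each line for the IP and for the input, 20 samples in all. Peak lists of the 10 IP libraries were analysed; the inputs enter only as the background of the authors' peak calling. Groups and replicate numbers were taken from the sample titles.

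Per the paper's methods, reads were aligned to hg38 with STAR and an earlier GENCODE release, uniquely mapped reads without duplicates were kept, and MACS2 called peaks of IP over input without model building and with a fixed extension size. Peaks were called per library, so replicates can be compared as separate lists. Each deposited peak row gives a start, an end and a summit. It also gives a score that the authors' peak caller derived from the q-value. The fold enrichment of each peak, a ratio of IP over the local input level, is the authors' own value. The −log10 p-value and −log10 q-value of each peak are likewise values deposited by the authors, and the lowest −log10 q in any list was 2.00. All of these were used only to describe, rank or filter peaks within a list. The authors' merged list of 43676 regions was checked to be identical to the merge of the 10 lists by bedtools. The files are peak lists and hold no read counts, so the study's count tests on reads in peaks could not be run and the depth of each library is unknown. No interval that needs depth is given.

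Peak positions lie on hg38 (GRCh38): every chromosome was found in the reference and no peak end lay past its chromosome's end. A peak was assigned by its summit to CDS, 3′UTR, 5′UTR, noncoding exon, intron or intergenic sequence, in that order of priority, with the GENCODE 44 annotation. For protein-coding genes only protein-coding transcripts were used, so exons found only in their other transcripts did not count as exons of the gene. Peaks on contigs without annotation were left out of the shares. A region took the class of most of its summits. Its gene was the one with an exon at most of its summits, protein-coding genes first, or for an intronic region the gene whose body held most of its summits. The lists carry no strand, so a region where genes overlap can belong to either gene. A library had a region when one of its peaks overlapped the region by at least 1 bp. The DRACH motif (D is A, G or T; R is A or G; H is A, C or T) was searched within 50 nt on each side of the summit of exonic peaks of genes on 1 strand, and the antisense strand of the same windows served as background.

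One value per library was compared between lines by a two-sided exact permutation test of the difference in means over all 252 assignments of the 10 libraries, whose smallest possible p is 0.00794. The class shares were adjusted over the 6 classes by the Benjamini-Hochberg method. Similarity of 2 lists was the Jaccard index over bases, the shared bases divided by the bases in either list. Its mean within lines minus its mean between lines was tested one-sided over the 126 distinct splits, with a smallest possible p of 0.00794. Presence of a region was tested by a two-sided Fisher's exact test of 5 against 5 libraries, adjusted by Benjamini-Hochberg over all regions. A line-specific region was called in 5 of 5 libraries of one line and 0 of 5 of the other. A gene was counted as measurable in both lines when another, exonic region of it was called in all 10 libraries. This shows that its transcript was detectable in both lines, not that its level was similar. It therefore does not replace the study's filter, which set the change of a peak against the change of its gene in the input. The region test was tested on simulated data for the comparison of T24 with T24R2: over 43676 simulated regions, lists drawn without any effect at each library's own call rate gave 1 T24-only and 34 T24R2-only regions. Regions planted as line-specific checked only that the code counts them.

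The genes named were fixed by a rule before the data were examined. They are the 15 transcripts the study chose, with SETD7 and GAPDH as its positive and negative control of the immunoprecipitation; not every one of them is reported by name here. For each direction they also include the 5 genes with the strongest line-specific exonic region in a measurable gene, ordered by the lowest within-list percentile of −log10 q over the 5 libraries that had the region. A region was counted for a listed gene when it was assigned to it or when a summit lay in one of its exons. The alternatives tried were −log10 q of at least 5 and of at least 10, a fold enrichment of at least 4, the same number of peaks (17203) per library, another priority of classes, a cover of at least 50% of the region, a looser rule of at least 4 of 5 against at most 1 of 5, the motif GGAC, a window of 25 nt, a replicate block, and leaving out each library in turn. Merging overlapping rows within a list and merging the lists again changed nothing, since no rows of a list overlapped and the regions were identical. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, bedtools 2.31.1 and matplotlib 3.10.9.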

Results

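MeRIP-seq peak lists were compared between cisplatin-sensitive T24 cells and cisplatin-resistant T24R2 cells, with 5 IP libraries per line, to ask whether the lines carry m6A on different transcripts or at different positions. The 10 lists held between 17203 and 33120 peaks. The depth of the libraries is unknown because the lists hold no read counts. No peak row was shared between lists, and the most similar pair of libraries had a Jaccard index of 0.663, so every library was counted as a separate replicate.

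T24R2 libraries held more peaks than T24 libraries. The mean number of peaks was 20456 ± 2082 (SD, n = 5) in T24 and 25837 ± 4203 (SD, n = 5) in T24R2, a difference of 5381 (two-sided exact permutation p = 0.0159), and 4 of the 5 T24R2 libraries held more peaks than every T24 library. The T24R2 library of replicate 5 moved this value most. Without it the difference was 3561 (exact permutation p = 0.0238). Peaks covered 6.79 ± 1.43 Mb (SD, n = 5) in T24 and 9.84 ± 1.56 Mb (SD, n = 5) in T24R2, a difference of 3.06 Mb (exact permutation p = 0.0317). With the same number of peaks per library, the difference in covered bases was 1.91 Mb and no longer past 0.05 (exact permutation p = 0.0556). The median peak width did not differ between lines beyond the spread of the replicates, at 233.8 ± 54.4 bp in T24 and 265.8 ± 63.2 bp in T24R2 (SD, n = 5 each, exact permutation p = 0.389).

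**Figure D1:**
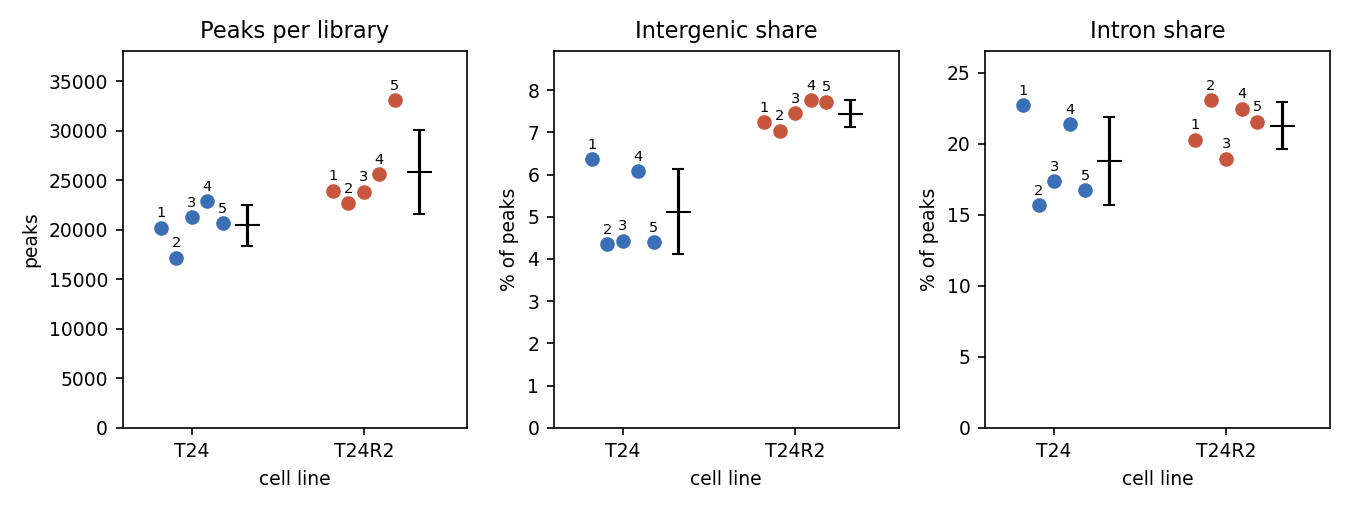
Number of peaks (left), percentage of peaks that are intergenic (middle) and percentage of peaks in introns (right) for each IP library, with 1 point per library labelled by its replicate number and the line mean with its SD in black. The intergenic shares of the lines did not overlap, while the intron shares did.

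The location of peaks on transcripts was compared next. CDS held the largest share of peaks in both lines, 40.0 ± 3.02% in T24 and 36.9 ± 1.24% in T24R2 (SD, n = 5 each). The 3′UTR held 21.6 ± 1.39% and 19.7 ± 0.886% of peaks, respectively, a difference with an unadjusted exact permutation p of 0.0476 that did not hold after adjustment over the 6 classes (adjusted p = 0.124). Introns held 18.8 ± 3.08% and 21.3 ± 1.67%, and this difference was within the spread of the replicates (exact permutation p = 0.151, adjusted p = 0.151). The 5′UTR held 5.95 ± 0.361% and 5.53 ± 0.233% (exact permutation p = 0.0714, adjusted p = 0.124), and noncoding exons held 8.61 ± 0.526% and 9.11 ± 0.173% (exact permutation p = 0.0873, adjusted p = 0.124). The CDS difference had an exact permutation p of 0.103 (adjusted p = 0.124). Intergenic peaks were the exception. They made up 5.12 ± 1.00% of T24 peaks and 7.44 ± 0.312% of T24R2 peaks, and all 5 T24R2 libraries were above every T24 library (exact permutation p = 0.00794, adjusted p = 0.0476). The intergenic and intron differences moved most with the same number of peaks per library, where the intergenic difference fell from 2.32 to 0.938 percentage points (exact permutation p = 0.0317, adjusted p = 0.190) and the intron difference changed direction to -0.602 points (exact permutation p = 0.556). Without the T24 library of replicate 1, all 6 class differences passed 0.05 after adjustment (exact permutation tests), and the intron difference was then 3.49 points.

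Replicates of a line shared more of their peaks than libraries of different lines. The mean Jaccard index over bases was 0.571 ± 0.0427 among the 10 pairs of T24 libraries and 0.602 ± 0.0354 among the 10 pairs of T24R2 libraries (SD over pairs), against 0.474 ± 0.0463 over the 25 pairs between lines. The difference between within-line and between-line similarity was 0.113 (one-sided exact permutation p = 0.00794, the smallest that the splits of 10 libraries allow). The T24 library of replicate 1 had a mean similarity of 0.537 to its own line and 0.511 to T24R2. The alternative that moved this value most was leaving out that library, which gave 0.135.

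Presence of peaks was then compared region by region. Of the 43676 merged regions, 9577 (21.9%) were called in all 10 libraries and 12203 (27.9%) in a single library. A total of 1320 regions were called in all 5 T24R2 libraries and no T24 library, and 457 in all 5 T24 libraries and no T24R2 library. Each of these 1777 regions has the smallest p that Fisher's exact test allows with 5 against 5 libraries, 0.00794. Over all regions the Benjamini-Hochberg adjusted p of these regions was 0.195, so 0 regions passed 0.05 after adjustment, while 4021 regions had an unadjusted p under 0.05, 3106 of them more often called in T24R2 and 915 more often in T24. With the adjustment over the 7969 regions called in 4 to 6 libraries, which are the regions whose number of calls allows a p under 0.05, the adjusted p was 0.0356 for all 1777 regions. This adjustment was chosen after the data were examined. With the same number of peaks per library, 556 regions were T24R2-only and 497 were T24-only, so the T24R2-only share of line-specific regions fell from 74.3% to 52.8%. Of these regions, 451 and 324, respectively, were the same regions as with all peaks.

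**Figure D2:**
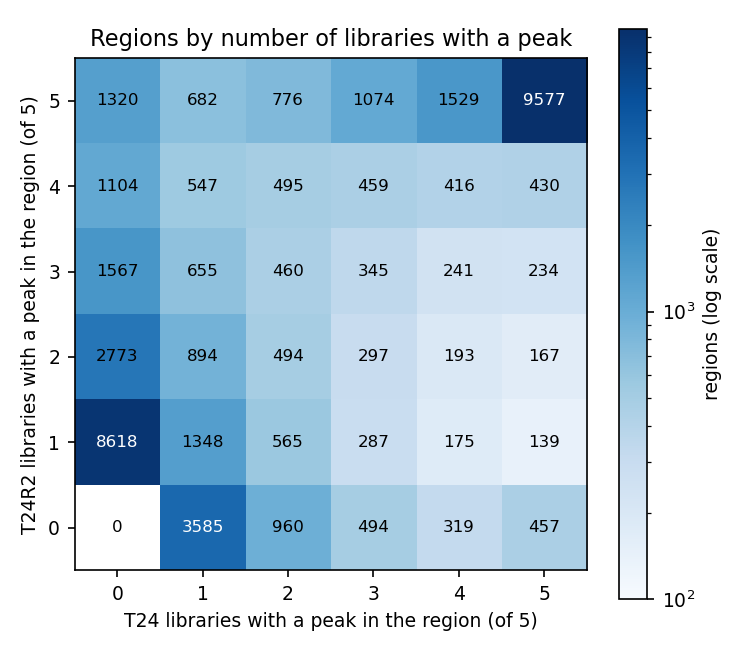
Number of regions by how many of the 5 T24 libraries (x axis) and how many of the 5 T24R2 libraries (y axis) had a peak in the region, with colour on a log scale. The upper left cell holds the 1320 T24R2-only regions and the lower right cell the 457 T24-only regions.

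A region can be missing because its transcript is not expressed. Line-specific regions were therefore also counted in the 5748 genes with another exonic region called in all 10 libraries. In such genes there were 233 T24R2-only regions and 62 T24-only regions, a T24R2-only share of 79.0%. With the same number of peaks per library the counts were 75 and 78. The strongest T24R2-only exonic regions in such genes, by the fixed rule, lay in TNC, SH3PXD2A, P2RY6, CASZ1 and MC1R. The TNC region (hg38, chromosome 9, 115084254 to 115084610, CDS; an exon of another gene also lies there) was at or above the 76.0th percentile of −log10 q in each of the 5 T24R2 lists, and the authors' fold enrichment of its peak lay between 4.63 and 7.60. The CASZ1 region (chromosome 1, 10638989 to 10639434, CDS) was at or above the 66.3rd percentile, with an authors' fold enrichment between 11.9 and 29.3. The P2RY6 region (chromosome 11, 73302141 to 73302556) lay in the 3′UTR and the MC1R region (chromosome 16, 89913170 to 89913846) in the 5′UTR. The strongest T24-only regions lay in DIDO1 (chromosome 20, 62905482 to 62906129, CDS), HOXB8 (chromosome 17, 48614450 to 48614884, CDS), CEP57 (chromosome 11, 95790067 to 95790216, 5′UTR), MBP (chromosome 18, 77132584 to 77132798, 5′UTR) and SH3PXD2A. Their lowest percentiles ran from 46.8 to 58.2. SH3PXD2A appeared in both directions: its 3′UTR region at 103599987 to 103600738 of chromosome 10 was T24-only and its 3′UTR region at 103594761 to 103595182 was T24R2-only, and 1 other exonic region of the gene was called in all 10 libraries.

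The location of line-specific regions was compared between directions by two-sided Fisher's exact tests over regions, which are not independent replicates. The 3′UTR held 15.4% of 1305 T24R2-only regions and 19.6% of 448 T24-only regions outside contigs (Fisher's exact p = 0.039), with 95% Wilson intervals of 13.5% to 17.5% and 16.2% to 23.6%. Over the 6 classes the adjusted p was 0.078. Introns held 29.2% and 27.5% (Fisher's exact p = 0.506, adjusted p = 0.506). The 5′UTR held 3.07% and 6.70% (Fisher's exact p = 0.00121, adjusted p = 0.00363) and intergenic sequence 19.5% and 8.93% (Fisher's exact p = 7.19e-08, adjusted p = 4.31e-07). The regions called in all 10 libraries were 48.6% CDS, 26.5% 3′UTR and 9.70% intron. The 3′UTR difference of -4.24 percentage points was 0.933 with the same number of peaks per library (Fisher's exact p = 0.745), and it was 1.28 with the rule of at least 4 of 5 against at most 1 of 5 libraries (Fisher's exact p = 0.343). In genes measurable in both lines the 3′UTR difference was 1.04 points (Fisher's exact p = 1.0) and the intron difference -9.98 (Fisher's exact p = 0.195). The CDS difference in these genes was 16.5 (Fisher's exact p = 0.0116, adjusted p = 0.0696), against -2.91 over all line-specific regions (Fisher's exact p = 0.202). The direction of the 3′UTR, intron and CDS differences was therefore not stable.

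The DRACH consensus of m6A was present near the summit on the sense strand of 90.9 ± 0.843% of exonic peaks in T24 and 90.4 ± 0.720% in T24R2 (SD, n = 5 each, exact permutation p = 0.381). On the antisense strand of the same windows the background was 70.8 ± 1.86% and 72.2 ± 0.739%. Sense minus antisense, a value computed after the data were examined, was 20.1 ± 1.41 percentage points in T24 and 18.3 ± 0.712 in T24R2, a difference of -1.80 (exact permutation p = 0.0476), and 3 of the 5 T24R2 libraries lay below every T24 library. With the same number of peaks per library it was -0.985 (exact permutation p = 0.238). With the motif GGAC the difference between lines on the sense strand was -0.892 percentage points (exact permutation p = 0.357), and for sense minus antisense it was -2.12 (exact permutation p = 0.0159). By region, DRACH was present on the sense strand in 92.3% of regions called in all 10 libraries, 92.3% of T24-only regions and 88.6% of T24R2-only regions, against antisense values of 71.2%, 71.5% and 71.9%.

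The 15 transcripts that the study chose were examined region by region. They held 64 regions, of which 22 had an unadjusted Fisher's exact p under 0.05. Adjusted over the list alone, 15 regions had a Benjamini-Hochberg p under 0.05 (each 0.0339, Fisher's exact test), and adjusted over all regions 0 did. The study chose the list on these samples, so the first count is not independent evidence. Of the 15 regions, 10 were T24R2-only, 5 were T24-only and 11 were intronic by the class rule used here. These 15 regions lay in ANO9, OSBP2, POLRMT, PML, PLA2R1 and FUT8. The study's supplement lists differential peaks of ANO9 and PLA2R1 as exonic, and the intron label depends on the transcripts used. Whether those peaks are the same regions was not checked. With the same number of peaks per library the list held 52 regions, of which 8 were still line-specific and 15 had an unadjusted Fisher's exact p under 0.05. None passed the adjustment over the list alone, since the smallest p adjusts to a larger value when fewer regions have it.

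ANO9, on the minus strand of chromosome 11, held 7 of these regions. Its 3′UTR region at 417959 to 418230 was called in 5 of 5 T24 and 0 of 5 T24R2 libraries. An intronic region at 432577 to 432932 was also T24-only, whereas 5 intronic regions, among them 433219 to 435071 and 440448 to 441392, were T24R2-only. PML had a T24R2-only CDS region (chromosome 15, 74022946 to 74023375) beside a CDS region called in all 10 libraries (74035097 to 74036390). OSBP2 had a T24R2-only CDS region (chromosome 22, 30889278 to 30889968) and POLRMT another (chromosome 19, 621059 to 621898). PLA2R1 had 2 T24-only intronic regions and a 3′UTR region called in all 10 libraries. FUT8 had 1 T24-only intronic region (chromosome 14, 65633991 to 65634547) and 4 regions called in all 10 libraries.

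**Figure D3:**
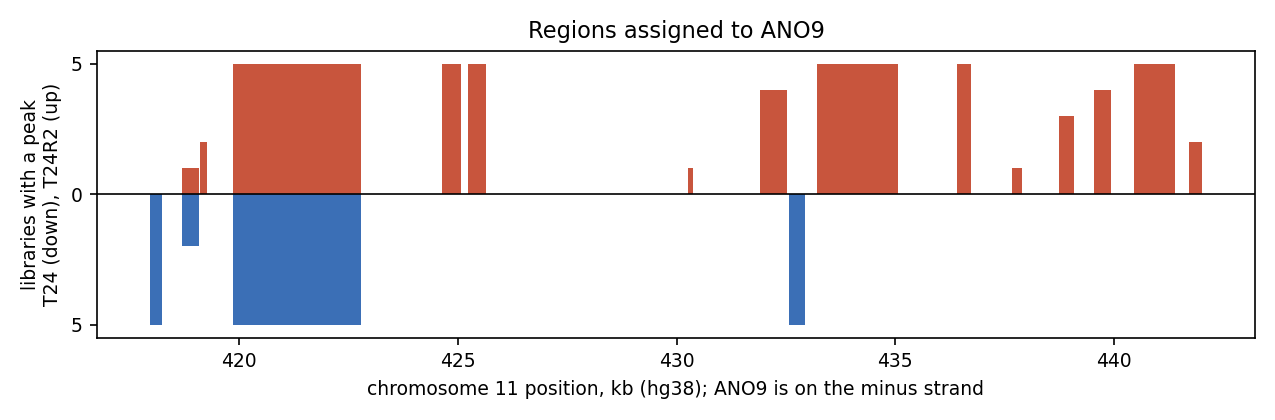
Regions assigned to ANO9 on chromosome 11 (x axis, kb on hg38), drawn to scale, with the number of libraries that had a peak in each (y axis, T24R2 upwards in red and T24 downwards in blue, 5 libraries per line). The 3′UTR region at the left was called in T24 only, and 5 intronic regions in T24R2 only.

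SLC7A11, which encodes a cystine and glutamate transporter, had 2 regions. The 5′UTR region (chromosome 4, 138242170 to 138242269, minus strand) was called in 2 of 5 T24 and 1 of 5 T24R2 libraries (Fisher's exact p = 1.0). By the authors' fold enrichment, its peaks were at a mean percentile of 18.0 ± 3.73 (SD, n = 2) within the T24 lists that had it and at 0.984 in the single T24R2 list. The 3′UTR region (138171862 to 138172112) was called in 3 of 5 T24 and 5 of 5 T24R2 libraries (Fisher's exact p = 0.444). Its peaks were at a mean fold percentile of 16.8 ± 12.7 (SD, n = 3) in T24 and 7.48 ± 8.65 (SD, n = 5) in T24R2. The spreads of the 3′UTR percentiles overlapped between lines, and the 5′UTR percentile in T24R2 rests on 1 library. These percentiles were not tested and cannot tell whether the 2 regions behaved differently. Neither region could reach a p under 0.05, since only regions called in 4 to 6 of the 10 libraries can. Presence of peaks in 5 against 5 libraries therefore could not decide whether either region differed between lines.

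Among the other chosen transcripts, ERCC1 had a 5′UTR region (chromosome 19, 45424222 to 45424348) called in 4 T24 and 0 T24R2 libraries (Fisher's exact p = 0.0476, adjusted over the list alone 0.139). The 5′UTR region of SLC37A4 was called in 5 T24 and 2 T24R2 libraries and the region of FABP5 in 4 and 5. By mean fold percentile, the FABP5 peaks were at 37.3 ± 13.9 (SD, n = 4) in T24 and 92.96 ± 7.36 (SD, n = 5) in T24R2. Those of SLC37A4 were at 16.2 ± 9.28 (SD, n = 5) and 49.99 ± 8.30 (SD, n = 2), respectively. The 3′UTR region of PLA2R1 went the other way, at 94.1 ± 3.23 and 52.9 ± 26.2 (SD, n = 5 each). These percentiles were not tested, and presence alone does not show that the FABP5 region was unchanged. SBNO2 had 7 regions, with 1 called in all 10 libraries and none line-specific. PLAU had 2 regions and ARHGAP45 1 region called in all 10 libraries. The only region of FOSL1 was called in all 10 libraries and overlaps exons of CCDC85B. Of the controls, SETD7 had 2 regions called in all 10 libraries, 1 in the 3′UTR (chromosome 4, 139511366 to 139511924) and 1 in the 5′UTR (139556046 to 139557015), and GAPDH had 0 regions.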

Values the study reported

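From peaks called by pull-down against input in the 10 replicates, the study counted 43 259 m6A peaks. With 3 statistical packages it reported 1033 peaks that were differentially methylated between the lines. After its filters on expression and read number, 348 peaks were left, of which 234 had more methylation in resistant cells and 114 had more in sensitive cells.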

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

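The tests of regions split into more peaks and of the number of weak peaks were chosen after the result was seen. The T24R2 library of replicate 5 held 33120 peaks, far from the other 4 T24R2 libraries, of which the largest held 25603. Its gap to the nearest library was 0.719 of the line's range, above the critical value of 0.71 for 5 libraries. This was the only such value among 26 groups tested (13 measures in each line), and chance gives one in about 5% of groups. The library's covered bases did not stand apart. Splitting of the same regions into more peaks is argued against: the library had 1.082 peaks per region, within the 1.04 to 1.13 of the other T24R2 libraries, and it had the most regions, 30599 against 24426 in the next. Of its regions, 4512 were called in no other library, against at most 1503 in any other library. Weak peaks at the end of the list are left open. At a −log10 q of at least 10, the library held 16043 peaks against 11659 to 15866 in the others, close to the next library. The largest such ratio at either end of the line was then 0.399, below the critical value and not at this library's end. The library therefore no longer stood apart, as a test fixed beforehand required for weak peaks. Its number of peaks under that limit was the largest too, 17077 against 7209 to 12173, but with a ratio of 0.497 it did not stand apart either, and the share of peaks under the limit was 51.6% against 31.8% to 51.1%. Weak peaks therefore cannot be told apart from a longer list at all strengths. Deeper sequencing could produce such a list, but the depth is unknown. A biological explanation was not tested, since the 5 libraries are replicates of 1 line.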

How the results depend on the processing

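The width filter, the adjustment over regions called in 4 to 6 libraries and the alternatives for intergenic peaks, noncoding exons, the sense minus antisense DRACH share and the 5′UTR and intergenic shares of line-specific regions were chosen after seeing the data. Of 352 values computed under an alternative, 273 kept their direction and their side of the threshold (or stayed within 1.5 times of a count), 35 were no longer past the threshold, 6 newly passed it, 23 counts moved further and 15 changed direction. The similarity of peak sets and the number of peaks kept direction and threshold in every alternative that can reach p under 0.05.

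Keeping the same number of peaks per library changed most. The difference in covered bases was 1.91 Mb, that in intergenic share 0.938, and those in introns (-0.602), CDS (0.181) and DRACH share (0.0806) changed direction, with values in percentage points. T24R2-only regions fell to 556, and to 75 in measurable genes. The 3′UTR and intron differences of line-specific regions changed direction, to 0.933 and -2.29. The list-adjusted candidate count was 0, with 8 regions still line-specific and 15 regions at an unadjusted Fisher's exact p under 0.05. This alternative removes the difference in list size by its construction; why the lists differ in size was not tested by it.

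The count of line-specific regions depended on thresholds. At −log10 q of at least 5 there were 149 T24R2-only and 40 T24-only regions in measurable genes. At −log10 q of at least 10 there were 640 T24R2-only and 171 T24-only regions, and 58 and 13 in measurable genes. Of these 640 and 171, 277 and 107 were line-specific at the authors' threshold too. At a fold enrichment of at least 4 the counts in measurable genes were 144 and 33. With peaks covering at least 50% of the region, T24-only regions fell to 203, and counts in measurable genes to 130 and 18. The candidate count was then 0, with 9 regions still line-specific and 18 at an unadjusted Fisher's exact p under 0.05. With at least 4 of 5 against at most 1 of 5 libraries, the counts were 3653 and 1090, and 1015 and 278 in measurable genes. In the candidate list 23 regions met this looser rule, against 15 that met the strict one; the rule does not enter the test, so 15 regions still passed the adjustment over the list. Peaks of at least 166 bp gave 255 T24-only regions, and 155 and 32 in measurable genes. The T24R2-only share of line-specific regions lay between 73.0% and 82.9% under these thresholds and covers, other than the width filter, and at 52.8% with the same number of peaks.

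Of the location of line-specific regions, the 3′UTR and intron differences were unstable. The 3′UTR difference was -0.300 and -1.14 points at −log10 q of at least 5 and 10, -0.742 with the 50% cover and -2.10 with the width filter, none past 0.05, and 1.28 with the looser 4 of 5 rule. It stayed past 0.05 at a fold enrichment of at least 4 (-4.81, Fisher's exact p = 0.0202) and with 3′UTR before CDS in the class order (-5.33, Fisher's exact p = 0.0120). The intron difference was -0.694 and -4.60 at the stricter q limits, -4.43 with the 50% cover, -3.79 with the 4 of 5 rule and -3.44 with the width filter, against 5.80 at a fold enrichment of at least 4. The values -3.79 (Fisher's exact p = 0.0169) and 5.80 (Fisher's exact p = 0.0324) passed 0.05 in opposite directions. The 5′UTR difference of -3.63 was no longer past 0.05 with the 50% cover (-1.20) or the width filter (-0.283) and changed direction at −log10 q of at least 10 (0.391). The intergenic difference of 10.6 stayed past 0.05 except with the 50% cover (3.20). The cause was not tested.

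The sense minus antisense DRACH difference of -1.80 points stayed past 0.05 with the motif GGAC (-2.12), at −log10 q of at least 5 (-2.003), at a fold enrichment of at least 4 (-1.52) and with a window of 25 nt (-1.55). It was not past 0.05 at −log10 q of at least 10 (-2.28), with the width filter (-2.02) or with the same number of peaks (-0.985). Leaving out one library gave -2.16 to -1.34, past 0.05 only without T24 replicate 1 or 4.

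Across the 10 fits that each left out one library, the differences ran from -2.28 to -1.52 points for 3′UTR peaks, 1.72 to 3.49 for introns, -4.03 to -2.34 for CDS, -0.513 to -0.286 for 5′UTR, 0.372 to 0.7096 for noncoding exons and 2.13 to 2.63 for intergenic peaks. The first 5 passed the adjusted threshold only without T24 replicate 1. The intergenic difference had an adjusted exact permutation p of 0.0952 without any one T24R2 library, although the lines still did not overlap. For line-specific regions, the 3′UTR difference ran from -4.28 to -1.92 and was not past 0.05 without T24 replicate 1, 2, 3 or 4 or T24R2 replicate 1. The intron difference ran from -1.83 to 1.78 and was below 0 without T24 replicate 2, 4 or 5. The 5′UTR difference ran from -4.27 to -2.63 and the intergenic difference from 8.44 to 10.998, all past 0.05.

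The lines share replicate numbers. Deviations of region calls from the line means correlated between -0.0331 and 0.0516 in the 5 same-numbered pairs and between -0.0633 and 0.0571 in other pairs, so the number does not pair the libraries. With the replicate block the differences were 5381 peaks, 3.06 Mb, 2.32 points of intergenic share, -1.80 points of sense minus antisense DRACH share and a similarity difference of 0.114. Each had an exact sign-flip or label-swap p of 0.0625, the smallest that 5 pairs allow, so the block could not pass 0.05.

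Depth is unknown, which limits every count of regions: absence from a list is not absence of m6A.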

Other observations

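The tests of peak width, of the intergenic share, of other limits on rank and −log10 q and of the width relations were chosen only after the results were seen; the tests of the first 10000 peaks, GC content, splits, and directions within and between genes were fixed before their results were seen.

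Regardless of direction, line-specific regions were more numerous than other groupings of the libraries gave. Of 100 splits of the 10 libraries into 5 and 5, the real one included, 1 gave as many as 1777 regions called in all of one side and none of the other; the largest other split gave 71. In genes measurable in both lines, 1 of 100 splits gave as many as 295, and the largest other gave 31. For the candidate list, 1 of 100 splits gave as many as 15 regions past the list-adjusted threshold and the largest other gave 0, which is not independent evidence because the study chose the list on these samples.

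The excess of T24R2-only over T24-only regions is a different matter. Among line-specific regions that lay within the first 10000 peaks by −log10 q of every library that had them, 119 were T24R2-only and 106 T24-only, a T24R2-only share of 52.9% (95% Wilson interval 46.4% to 59.3%), against 74.3% over all line-specific regions. Within the first 5000 and 15000 peaks the share was 38.6% (25.7% to 53.4%) and 56.5% (52.3% to 60.6%). A limit on −log10 q itself gave another answer: among line-specific regions whose strongest peak in each library that had them reached 5, 10 or 20, the share was 74.0%, 72.1% (277 against 107 regions) and 72.1% (44 against 17). GC content bias is argued against, since T24R2-only and T24-only regions differed in mean GC by -0.193 percentage points, less than the largest SD between libraries of a line (0.619). A part played by the larger T24R2 lists cannot be told apart from a real excess. The rank limit applied only to the libraries that had a region, whatever the reason for the length of their lists. Absence in the other line was still judged on full lists of unequal length. The −log10 q of a peak rises with depth, which is unknown, so a limit on it does not remove weak peaks equally in both lines. Depth, pull-down efficiency, cisplatin in the T24R2 medium and more m6A in the resistant line all stay open and were not tested.

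Line-specific regions of the same gene nearly always went the same way. Of 188 genes with at least 2 line-specific regions, 7 held both directions, whereas 1000 shuffles of the directions among these regions gave 78 to 115 such genes (one-sided permutation p = 0.000999, the smallest they can give). This is consistent with a difference that covers the whole gene, such as expression, behind many line-specific regions; independent changes of m6A at single sites would leave more genes with both directions. A gene-wide change of m6A would give the same value, and expression itself was not analysed here. For these lines the paper reported a linear relation between changes of expression and changes of methylation before filtering. It treated this as confounding by expression. The 7 exceptions, named after their values were seen, were ANO9, CDH4, CSNK1D, LRSAM1, MAMDC2, PSD4 and SH3PXD2A. ANO9 stood out with 5 T24R2-only and 2 T24-only regions, and transcripts with other ends or exons in each line are an untested explanation there.

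Neighbouring genes tended to share their direction. Among 528 pairs of consecutive genes with line-specific regions of 1 direction and a gap of 10 kb to 1 Mb between their regions, 70.6% had the same direction, against a mean of 60.7% and a central range of 56.8% to 64.6% in 10000 shuffles of directions among genes (one-sided permutation p = 0.0001, the smallest they can give). Chromosomal domains, such as copy number changes that separate the lines or jointly regulated blocks, are a candidate explanation. By chromosome, the T24R2-only share of line-specific regions ran from 55.8% on chromosome 20 to 89.1% on chromosome 22. Readthrough from unannotated transcripts across gaps over 10 kb was not tested.

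The shortest peak differed between libraries, from 49 to 139 bp in T24 and from 58 to 166 bp in T24R2, with between 733 and 1737 peaks of each list at exactly that width. A fixed extension size, as stated in the methods, would be expected to give 1 width for all libraries. The width varied together with the location of peaks. Across the 10 libraries the intron share rose with the shortest width (Pearson r = 0.751, permutation p = 0.0147, adjusted over 8 relations 0.0294; Spearman rho = 0.77, permutation p = 0.013), and after each line's mean was removed r was 0.727 (permutation p = 0.0123, adjusted 0.0294; rho = 0.644, permutation p = 0.0339). Without the 2 libraries farthest from the median width, r was 0.61 and 0.477. The CDS share fell with it, with r = -0.769 both before and after removing the line means (permutation p = 0.0107 and 0.00338, adjusted 0.0294 and 0.027). A library-specific fragment size in peak calling may therefore shape the intron and CDS shares within a line. The relation rests on 10 libraries, and fragment size and depth cannot be separated without reads.

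The intergenic share did not follow the width in this way (r = 0.397 after removing line means, permutation p = 0.244). When only peaks at least as wide as the largest shortest peak (166 bp) were kept, the line difference was 2.371 percentage points, so it did not rest on narrower peaks. The filter acts after peak calling and cannot undo a width setting used in it, so that setting is not excluded. With the same number of peaks per library the difference was 0.938 points, no longer past the adjusted threshold. It was 1.88 and 1.205 at −log10 q of at least 5 and 10, and 2.46 at a fold enrichment of at least 4. Each of these stayed past the threshold (adjusted exact permutation p = 0.0476). The T24R2 lists were still longer under these limits, with mean differences of 5086, 4053 and 4696 peaks. A part played by the longer T24R2 lists therefore cannot be told apart from a difference in transcription outside annotated genes. A list cut to the same number also loses weak peaks of real transcripts.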
